A study of Lactuca sativa with 32 samples.

How the data were processed

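Leaf messenger RNA of red oak leaf lettuce (Lactuca sativa) was measured by RNA sequencing in 32 samples, each from a different plant. Plants grew under ceramic metal halide and incandescent lamps behind an organic photovoltaic (OPV) filter or a clear glass control, per the labels' protocols. An OPV filter is a semi-transparent layer of the light-absorbing blend of an organic solar cell, so it changes the spectrum and the amount of light that reaches the plant. The 3 filters carried the blends FTAZ:IT-M, FTAZ:PCBM and PTB7-Th:IEICO-4F. The labels spell the last blend in more than 1 way, and the characteristics entry was used. Each filter and the control were run in 2 experiments: PAR controlled (PC), in which light intensity was adjusted, and height controlled (HC), in which it was not. PAR stands for photosynthetically active radiation. Groups and replicate numbers came from the labels alone, which gave 8 groups of 4 samples.

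Libraries were made after poly-A selection, and all 32 were pooled on the same lanes, per the labels' protocols. The deposited files hold raw counts of reads per gene made with featureCounts 2.0.1, per the file headers. Exons were counted by gene against the RefSeq annotation of the Lsat_Salinas_v7 assembly. The headers show no option for strand, for multi-mapping reads or for read pairs. With those defaults a read that maps to several places or overlaps several genes goes uncounted, so genes with near-identical copies are undercounted, and strands are not separated. The read trimming, the aligner and the read layout are not stated in the labels or the headers. No normalization had been applied to the values.

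The files list 43717 genes on 2777 scaffolds, of which 31045 had at least 1 read in any sample. The sum of counts per sample ranged from 47289413 to 48764530, with a median of 48121502.5. The smallest level this depth can show, taken as 3 counts, ranged from 0.0615 to 0.0634 CPM (counts scaled to 1e6 per sample). Such floors cover counting error only. Gene identifiers were used as the files give them. A RefSeq gene table of another assembly, Lsat_Salinas_v11, matched 37879 of the identifiers but carries no product names, and none of its coordinates were used. Positions are those of the count files, on Lsat_Salinas_v7.

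Genes were filtered with filterByExpr by group (minimum count 10, minimum total count 15), which left 24483 genes. Counts were scaled by TMM and tested with edgeR's quasi-likelihood F-test (edgeR 4.0.16, limma 3.58.1, R 4.3.3). All 32 samples entered a single model with a mean per group and no covariates. The p-values were adjusted by the Benjamini-Hochberg method over the tested genes, separately in each comparison. A gene is called when its adjusted p is under 0.05. Standard errors of log2 fold changes were derived from the fold change and its F statistic. The 10 comparisons were each filter against the control of its experiment, the difference of each filter's effect between experiments (an interaction contrast), and the HC control against the PC control. Log2 CPM for principal components, correlations and length slopes used a prior count of 2. Tables were joined with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

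The genes named in the report follow a rule. For a comparison, it takes the largest rise and the largest fall in log2 fold change among called genes with a mean CPM of at least 1 over the 8 samples and CPM ranges of both groups that do not overlap. With no product names at hand, only the 2 filter comparisons with most calls were used. The groups, the model, this rule and all alternatives but a pair were chosen before the data were examined. The alternatives chosen beforehand were DESeq2's size factors within edgeR, DESeq2's Wald test (DESeq2 1.42.0), no filter on low counts, a filter at a mean CPM of 5, a model of only the groups compared, the replicate number as a block, a minimum absolute log2 fold change of 1, and leaving out each replicate in turn. The pair chosen after seeing the data were a per-sample offset fitted on gene length (lowess, span 0.5) and counts divided by 2. The replicate numbers that serve as the block come from the sample titles. They name different plants, so they enter only as an alternative.

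The methods were tested on simulated data. Counts were drawn for 24483 genes with the real library sizes and with 1 mean and 1 dispersion per gene, estimated from all samples. Of these, 200 genes were changed by known amounts in a single group. The main test called 82% of the changed genes, and 73% of those changed by 1 log2 unit. Among its calls, 3% were unchanged genes. It called 0 genes in a comparison without simulated changes. The real groups differed in dispersion, from 0.0181 in the PC control to 0.041 in HC PTB7-Th:IEICO-4F. The simulated groups did not, so these rates do not test the pooling of unequal groups in the model. A dependence on gene length was also simulated, with the same slope in all HC samples. It gave 5918 calls between the controls, which fell to 0 with the length offset. The offset is built to remove such a slope, so this shows only that it works as built. Slopes that vary between plants were not simulated.

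Replicates were compared before they were averaged. Across the 48 pairs of samples within groups, the chi-square per degree of freedom over genes with a summed count of at least 20 ranged from 11.0 to 75.92. No pair agreed within sampling noise, so none was treated as a library deposited more than once. Separate plants differ by more than counting noise, so this check bears on repeated libraries only. The 12 planned tests of flavonoid and light-harvesting gene sets were not run, because gene product names were not used here. GC content was not examined, because the genome sequence of the counted assembly was not used here.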

Results

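The transcriptome of red oak leaf lettuce leaves was profiled under clear glass and under 3 organic photovoltaic filters, FTAZ:IT-M, FTAZ:PCBM and PTB7-Th:IEICO-4F. Each cover was used in an experiment with adjusted light intensity (PC) and in an experiment without the adjustment (HC). Each of the 8 groups held 4 plants. Total counts per sample were 48338935 ± 265010 (SD, n = 16) in PC and 47824524 ± 332457 (SD, n = 16) in HC, and the highest total was 1.031 times the lowest. Reads were detected for 26117 to 26633 genes per sample, with a median of 26390. The 10 genes with most reads took 5.41% to 6.93% of the counts of a sample. Pearson correlations of log2 CPM between plants of a group ranged from 0.9757 to 0.9882 over 48 pairs.

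Principal component 1 of log2 CPM carried 35.9% of the variance and component 2 carried 7.0%. The experiment accounted for a share of 0.71 of the variance along component 1, and the 8 groups for 0.88. The HC control had a mean score of 46.6 ± 15.8 (SD, n = 4) on component 1 and the PC control −35.7 ± 13 (SD, n = 4). The scores of HC FTAZ:IT-M (41.4 ± 18.4) and HC FTAZ:PCBM (42.8 ± 19.9) differed from the HC control by less than the SD within groups (n = 4 each). PTB7-Th:IEICO-4F had a lower mean than its control in both experiments, 15.4 ± 23.8 in HC and −72.3 ± 6.8 in PC (SD, n = 4 each). In HC the scores of the 4 plants reached 36.8 and overlapped those of the control, which began at 25.1. PC FTAZ:IT-M had a higher mean than its control on component 1, −10.7 ± 16.7, and PC FTAZ:PCBM lay at −27.5 ± 17.6 (SD, n = 4 each). On component 2, PC FTAZ:IT-M stood at −40.2 ± 15.9 against −10 ± 9.6 in the PC control, while PC FTAZ:PCBM at 15.7 ± 7.5 and PC PTB7-Th:IEICO-4F at 10.8 ± 2.1 lay on the opposite side of the control (SD, n = 4 each).

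**Figure D1:**
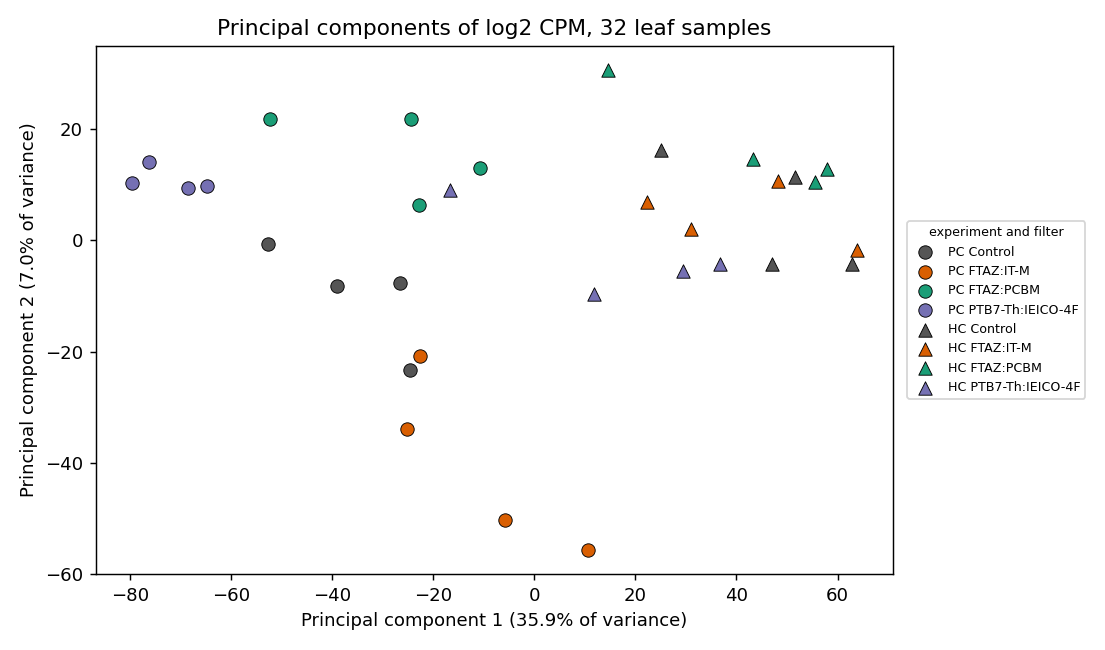
Scores of the 32 leaf samples on principal components 1 and 2 of log2 CPM, in arbitrary units, with a point per plant, colours for the filter, circles for PC and triangles for HC. The PC PTB7-Th:IEICO-4F plants lie between −79.6 and −64.8 on component 1, below every other sample.

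The controls of both experiments were compared first, since clear glass was common to both. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 7890 of 24483 genes (32.2%) were called at an adjusted p under 0.05, of which 3953 were higher and 3937 lower in HC. A minimum absolute log2 fold change of 1 moved this count most, to 1635. The median absolute log2 fold change of the called genes was 0.51. Growth date, box and light intensity go together with the experiment in this comparison, and the labels do not allow them to be separated.

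Under adjusted light intensity, each filter was compared with clear glass to ask which genes respond to the filtered light. FTAZ:PCBM gave the most called genes, 3847, with 2280 higher and 1567 lower. FTAZ:IT-M gave 1777, with 986 higher and 791 lower. PTB7-Th:IEICO-4F gave 819, with 217 higher and 602 lower. Most changes were small: the median absolute log2 fold change of the called genes was 0.38 for FTAZ:PCBM, 0.44 for FTAZ:IT-M and 0.63 for PTB7-Th:IEICO-4F. As a ratio, a minimum absolute log2 fold change of 1 moved the FTAZ:IT-M count most, to 194, and leaving out replicate 4 of that group raised it to 3489. It left 171 genes for FTAZ:PCBM and 124 for PTB7-Th:IEICO-4F. A model of only the groups compared called 469 genes for FTAZ:IT-M and 1372 for PTB7-Th:IEICO-4F. An offset for gene length, chosen after the data were seen, lowered the FTAZ:PCBM count to 1404 and raised the FTAZ:IT-M count to 2184. With this offset FTAZ:IT-M, not FTAZ:PCBM, gave the most called genes in PC. For the filter comparisons of both experiments the model had no term for box or position. An effect of either that goes with a filter cannot be told apart from the filter.

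Without the adjustment of light intensity, the FTAZ filters gave few or no called genes. For FTAZ:IT-M 0 genes were called, although 1748 had an unadjusted p under 0.05 and 1224 would by chance. The lowest adjusted p from edgeR's quasi-likelihood test was 0.0863. For FTAZ:PCBM 8 genes were called, 1 higher and 7 lower, with 1727 at an unadjusted p under 0.05. For PTB7-Th:IEICO-4F 937 genes were called, 553 higher and 384 lower. With the replicate number as a block (replicate block), that count was 881. Same-numbered plants of the groups in this comparison deviated from their group means with a mean correlation of −0.1004 across genes. This count also depended on the samples in the model, and a model of only these groups called 20 genes.

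**Figure D2:**
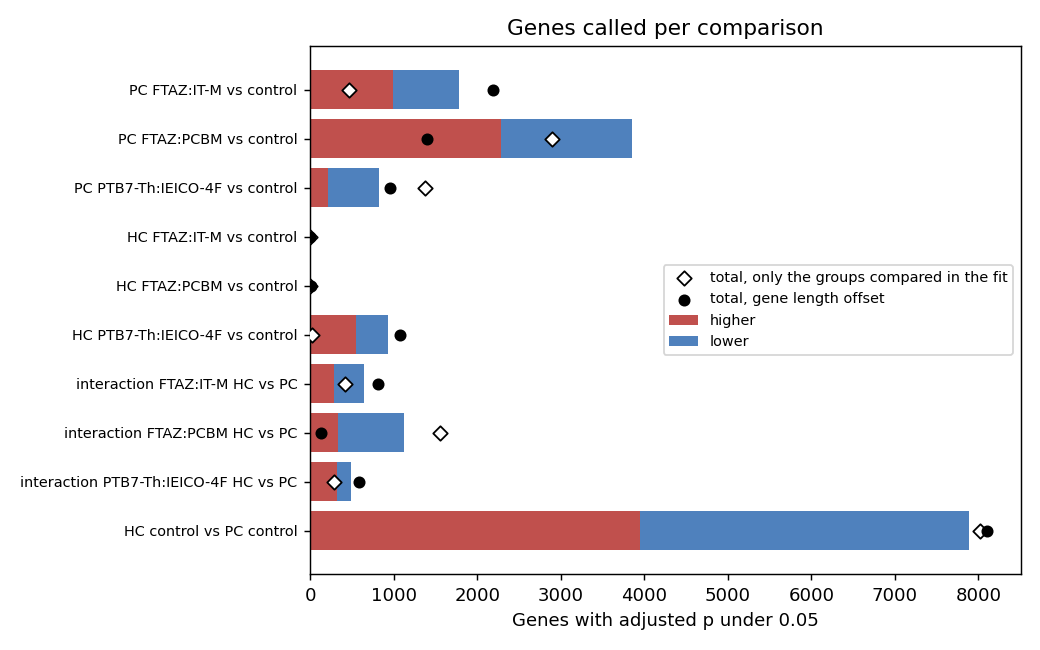
Genes with an adjusted p under 0.05 in each of the 10 comparisons, with bars starting at 0 and split into higher (red) and lower (blue). Diamonds give the total from a model of only the groups compared and circles the total with a gene length offset, which is 1404 against 3847 for PC FTAZ:PCBM.

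Whether the response to a filter differed between the experiments was tested directly with the interaction contrast. The effects differed for 649 genes under FTAZ:IT-M (286 with the larger log2 fold change in HC, 363 with the smaller), for 1127 genes under FTAZ:PCBM (337 and 790) and for 489 genes under PTB7-Th:IEICO-4F (324 and 165). With the gene length offset the FTAZ:PCBM count fell to 130. Across 24483 genes, the effects of a filter in PC and in HC correlated with r = −0.184 for FTAZ:IT-M, −0.025 for FTAZ:PCBM and 0.260 for PTB7-Th:IEICO-4F. Spearman's rho was −0.155, −0.032 and 0.194. Genes are not independent replicates, so each r was set against the 35 splits of the 8 HC samples. The exact permutation p was 0.200, 0.800 and 0.286 (two-sided), or 0.429, 0.800 and 0.429 after Benjamini-Hochberg adjustment over the 3 filters. None of the correlations was larger than other splits of the plants gave.

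Calls were compared between filters. In PC, 5756 genes were called for at least 1 filter, and 12 were called in the same direction for all 3, of which 11 were higher. The count of 12 ranged from 3 to 28 across fits that left out a replicate. In these, comparisons that did not use the group of the omitted plant kept their calls from the full fit. FTAZ:PCBM and PTB7-Th:IEICO-4F shared 260 genes in the same direction and 10 in opposite directions. FTAZ:IT-M and PTB7-Th:IEICO-4F shared 21 in the same direction and 102 in opposite directions, and FTAZ:IT-M and FTAZ:PCBM 169 and 158. All the filters of an experiment share a control, which favours shared directions. With the control plants divided between the filters compared, the effects of FTAZ:IT-M and PTB7-Th:IEICO-4F in PC still correlated negatively across genes, with a mean r of −0.32 and a range of −0.44 to −0.19 over 6 divisions. For FTAZ:PCBM and PTB7-Th:IEICO-4F the mean r over all tested genes was 0.03 (−0.07 to 0.13). The 260 and 10 shared calls were not recounted with divided controls. For FTAZ:IT-M and FTAZ:PCBM it was 0.04 (−0.08 to 0.13). Between the experiments, 14 genes were called in the same direction for PTB7-Th:IEICO-4F and 17 in opposite directions. The count of 14 was 59 with DESeq2's Wald test and 1 in a model of only the groups compared. For FTAZ:PCBM 6 genes were called in the same direction in both experiments.

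The fold changes of PC FTAZ:PCBM followed the length of the gene. Genes called higher had a median exonic length of 2859 bp and genes called lower 1066 bp, against 1597 bp for all tested genes. Spearman's rho between log2 fold change and length was 0.422 across genes, which are not independent replicates. For each sample, the slope of log2 CPM relative to the gene mean was fitted per doubling of exonic length. The slope was 0.114 ± 0.058 (SD, n = 4) in PC FTAZ:PCBM and −0.025 ± 0.045 (SD, n = 4) in the PC control. The difference of 0.140 had an exact permutation p of 0.0286 (two-sided), the smallest that 4 against 4 samples can give. After Benjamini-Hochberg adjustment over the 6 filter comparisons, the exact permutation p was 0.172, and a single comparison at the smallest p could not pass 0.05 in this design.

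**Figure D3:**
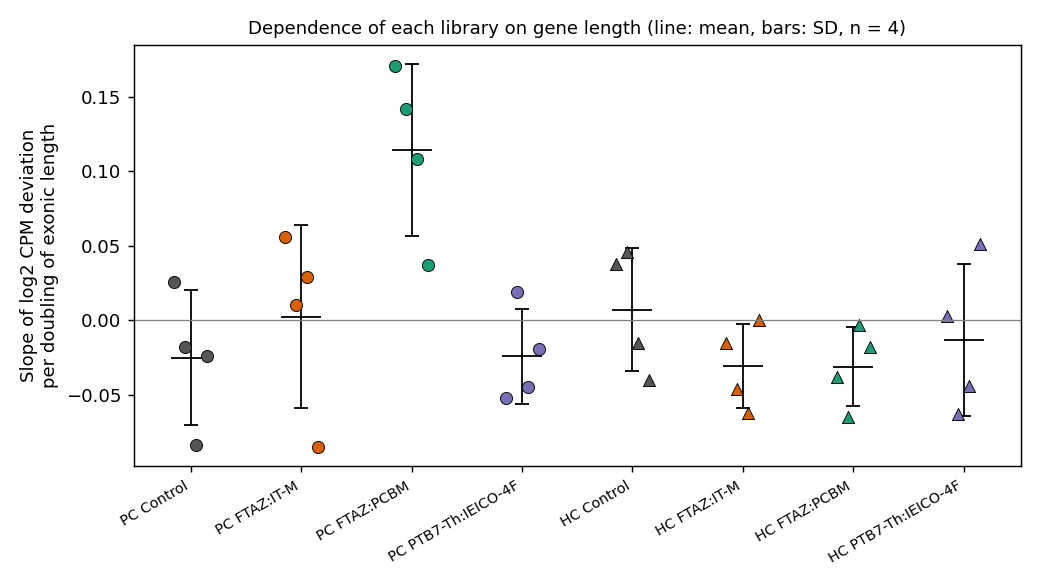
Slope of log2 CPM, relative to the gene mean, per doubling of exonic gene length for each of the 32 samples, with lines for group means and bars for SD (n = 4). The PC FTAZ:PCBM samples range from 0.037 to 0.171.

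The rule for naming genes gave 4 genes, all on scaffolds of Lsat_Salinas_v7 and none overlapping another gene. LOC111886104 (NW_019680648.1, 2128869 to 2130909, plus strand) rose most in PC FTAZ:PCBM. It stood at 2.06 ± 1.91 CPM (SD, n = 4) against 0.0779 ± 0.0820 CPM (SD, n = 4) in the PC control, where counts were 0 to 9. Its log2 fold change was 4.70 (SE 0.74), with an adjusted p of 0.000188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was also higher in the HC control than in the PC control, with a log2 fold change of 5.14 (SE 0.74). LOC111901320 (NW_019673681.1, 1929188 to 1930591, minus strand) fell most in PC FTAZ:PCBM. Its log2 fold change was −2.56 (SE 0.57), with an adjusted p of 0.0031 from edgeR. Its mean of 1.85 ± 2.27 CPM (SD, n = 4) in the PC control rested on replicate 1 at 5.248 CPM. Without that sample the log2 fold change was −1.18 with an adjusted p of 0.0773 from edgeR. Against the full PC control the gene was also lower in PC FTAZ:IT-M (log2 fold change −2.21, SE 0.56) and PC PTB7-Th:IEICO-4F (−2.62, SE 0.57). The same held for the HC control (−2.88, SE 0.58), so the fall is not shown to be specific to FTAZ:PCBM. All these contrasts share the PC control and its replicate 1, so they are not separate evidence of a fall. The values of the other contrasts without that sample were not examined.

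LOC111917517 (NW_019677275.1, 1659957 to 1661824, minus strand) rose most in PC FTAZ:IT-M, to 4.23 ± 2.18 CPM from 0.636 ± 0.304 CPM (SD, n = 4 each). Its log2 fold change was 2.73 (SE 0.77), with an adjusted p of 0.0294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It passed the threshold in 9 of 15 alternatives. LOC111888373 (NW_019681106.1, 701528 to 702502, plus strand) fell most in PC FTAZ:IT-M, to 0.401 ± 0.0725 CPM from 3.42 ± 2.21 CPM (SD, n = 4 each). Its log2 fold change was −3.08 (SE 0.54), with an adjusted p of 0.000828 from edgeR. In HC FTAZ:IT-M its log2 fold change against the control was 0.68 (SE 0.55), with an adjusted p of 0.809 from edgeR. The HC control itself stood at 0.428 ± 0.231 CPM (SD, n = 4), near the level of PC FTAZ:IT-M. Its log2 fold change against the PC control was −2.99 (SE 0.53). The effects of the filter in PC and HC are thus measured from different control levels.

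**Figure D4:**
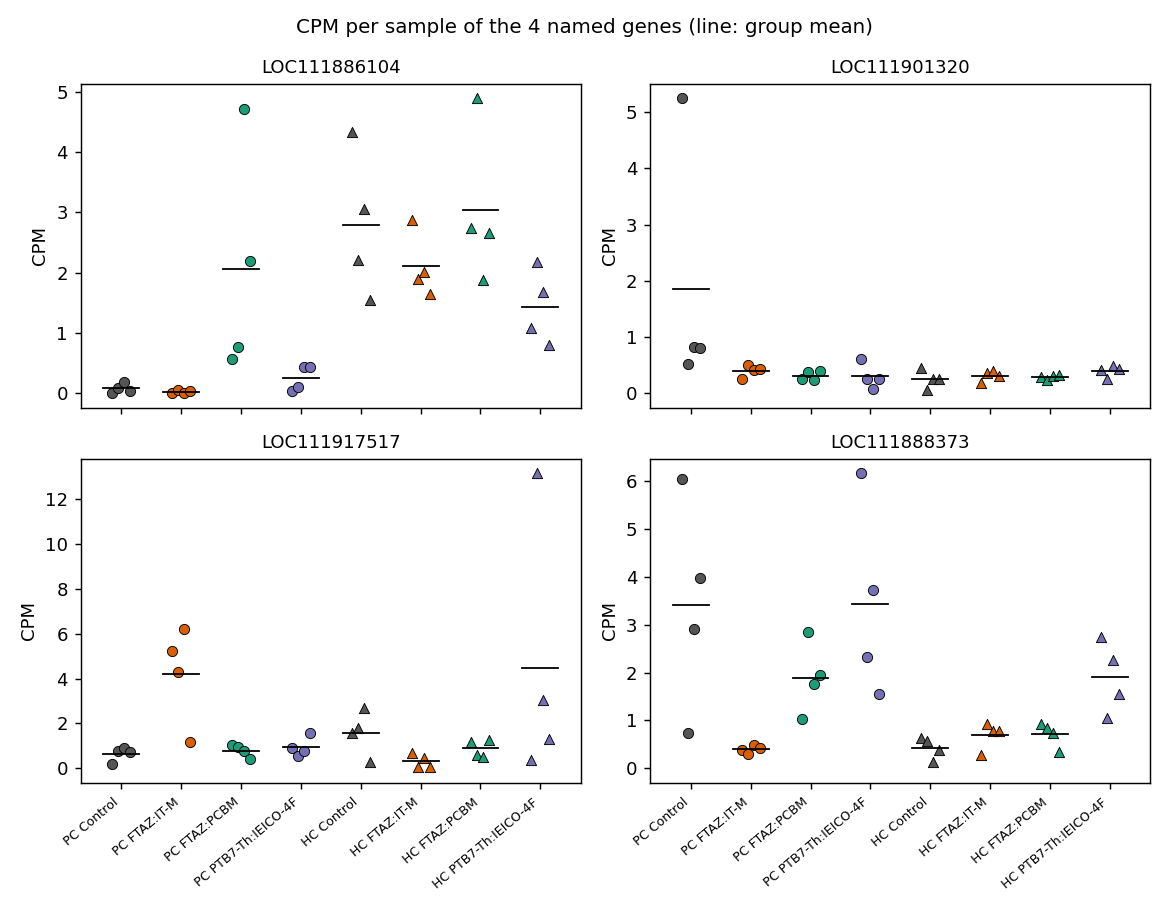
CPM of the 4 named genes in each of the 32 samples, with a point per plant and a line at each group mean. LOC111886104 lies at or under 0.191 CPM in the PC control and at or above 0.569 CPM in PC FTAZ:PCBM, while for LOC111901320 a single PC control plant stands at 5.248 CPM.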

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

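The counts of regroupings by how many PC pairs were exchanged were chosen only after the result was seen, and the length offset was added after the data had been looked at, while the other tests in this part were chosen beforehand.

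The effect of FTAZ:IT-M differed between the experiments for 649 genes. Of 50 drawn regroupings that exchanged filter and control labels within same-numbered plants, 2 gave as many, the real grouping included. The other exchanged a single HC pair, kept the PC labels whole and gave 715 genes. The 8 other regroupings that kept the PC labels whole or exchanged all of them gave 92 to 715 genes. The 41 that exchanged some but not all PC pairs gave at most 31, but they remove the PC effect itself, so they do not bear on a difference between the experiments. Library size cannot account for much of the difference, since the highest total was 1.031 times the lowest. With the gene length offset 810 genes were called, so length does not explain the count. The calls may reflect a response to the filter that depends on light intensity, but this is a hypothesis, since GC content was not examined and experiment and growth date go together. The library numbers in the count headers also set PC FTAZ:IT-M apart from its control, and an effect of library order was not tested.

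For FTAZ:PCBM the effect differed for 1127 genes. Of 50 drawn regroupings, 3 gave as many, the real grouping included, a share of 0.06. The other two gave 1798 genes, with a single HC pair exchanged, and 1175, with a single HC pair and all 4 PC pairs exchanged. Both keep the PC effect whole or turn it round as a whole, so this count can neither show nor exclude a grouping by chance. Besides the real grouping, the 6 regroupings that kept the PC labels whole or exchanged all of them gave 363 to 1798 genes. The 43 regroupings that exchanged some but not all PC pairs gave at most 1 gene, but they remove the PC effect itself and do not bear on a difference between the experiments. With the gene length offset 130 genes were called, of which 116 had been called before in the same direction. Dependence on gene length is a candidate explanation for most of the count, though not for the genes that passed after it.

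For PTB7-Th:IEICO-4F the effect differed for 489 genes. Of 50 drawn regroupings, 2 gave as many, the real grouping included. The other gave 1241 genes with all 4 PC pairs exchanged, which tests the sum of the effects in both experiments in place of their difference. The 4 other regroupings that kept the PC labels whole or exchanged all of them gave 0 to 1241. The 45 that exchanged some but not all PC pairs gave at most 333, with the same limit as for FTAZ:IT-M. With the gene length offset 589 genes were called. A dependence of the response on light intensity may account for it, as a hypothesis with the same limits as for FTAZ:IT-M. Here the library numbers set HC PTB7-Th:IEICO-4F apart from its control.

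Of the 4 named genes, 3 differed between the experiments under their own filter by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LOC111886104 had an interaction of −4.57 (log2, SE 0.92, adjusted p 0.00906) under FTAZ:PCBM. LOC111917517 had −5.05 (SE 1.13, adjusted p 0.0164) and LOC111888373 3.76 (SE 0.76, adjusted p 0.00908) under FTAZ:IT-M. These genes were picked for a large change in PC, which favours a difference from HC, so the values are likely too large in size. For LOC111917517 part of the interaction came from HC FTAZ:IT-M, at −2.32 against its control (SE 0.83, adjusted p 0.679 from edgeR). In that group replicates 2 and 4 had only 3 and 2 counts. With the length offset the interactions as a whole numbered 810 genes for FTAZ:IT-M and 130 for FTAZ:PCBM. For LOC111901320 the interaction under FTAZ:PCBM was 2.75 (SE 0.84, adjusted p 0.0542), short of the threshold.

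A single sample stood apart from the others of its group in 3 of 80 combinations of group and measure, against 4.0 that chance would give. The gap of that sample to its neighbour, divided by the range of the group, was 0.902 for the genes detected in PC FTAZ:PCBM, where replicate 3 had 26273. It was 0.852 for the genes detected in HC FTAZ:PCBM, where replicate 3 had 26633. It was 0.934 for LOC111901320 in the PC control, where replicate 1 had 5.248 CPM. No technical or biological explanation was tested for these samples.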

How the results depend on the processing

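The length offset and the counts divided by 2 were chosen only after the data were seen, and the other alternatives beforehand. None of the 4 named genes reversed its direction under any of them, but the majority direction of called genes did in 3 comparisons. For HC PTB7-Th:IEICO-4F it went from 553 higher and 384 lower to 9 and 11 in a model of only the groups compared, and to 116 and 124 without HC control replicate 3. For HC FTAZ:PCBM it went from 1 and 7 to 13 and 9 without HC control replicate 4. The controls were near balance, with 3953 higher and 3937 lower, and 5 alternatives tipped it. The causes of the changes below were not tested, except for gene length.

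DESeq2's size factors, no filter on low counts, the filter at a mean CPM of 5 and counts divided by 2 kept all 10 counts of called genes within 1.5 times. A minimum absolute log2 fold change of 1 left 194 genes for PC FTAZ:IT-M, 171 for PC FTAZ:PCBM, 124 for PC PTB7-Th:IEICO-4F, 2 for HC FTAZ:PCBM and 81 for HC PTB7-Th:IEICO-4F. It left 172, 108 and 90 for the interactions of FTAZ:IT-M, FTAZ:PCBM and PTB7-Th:IEICO-4F, and 1635 for the controls.

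DESeq2's Wald test called more genes: 1337 for PC PTB7-Th:IEICO-4F, 23 for HC FTAZ:IT-M, 29 for HC FTAZ:PCBM, 1448 for HC PTB7-Th:IEICO-4F, and 1269, 1708 and 887 for the interactions. All 937 genes of HC PTB7-Th:IEICO-4F were among its calls. A model of only the groups compared called 469 genes for PC FTAZ:IT-M (419 shared with the main call, same direction) and 1372 for PC PTB7-Th:IEICO-4F (676 shared), where 37.5% were higher against 26.5%. It called 0 for HC FTAZ:PCBM, with 2103 at an unadjusted p under 0.05. It called 20 for HC PTB7-Th:IEICO-4F (19 shared), where 45% were higher against 59%, and 420 and 282 for the interactions of FTAZ:IT-M and PTB7-Th:IEICO-4F. The dispersion of HC PTB7-Th:IEICO-4F was 0.041, the highest of the 8 groups, and the model of all samples pools it with the others.

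With the length offset the count for PC FTAZ:PCBM was 1404, of which 1165 were shared with the main call, and that for its interaction was 130. The other 8 counts stayed within 1.5 times.

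The replicate block gave 1680, 3793 and 785 genes for FTAZ:IT-M, FTAZ:PCBM and PTB7-Th:IEICO-4F in PC, and 1, 9 and 881 in HC. It gave 636, 1044 and 441 for the interactions and 7870 for the controls. Over all groups, paired plants of the same number deviated together with a mean r of 0.011 across genes, and each comparison but HC PTB7-Th:IEICO-4F lay within 0.1 of 0.

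Across fits that each left out one replicate, counts ranged from 740 to 3489 for PC FTAZ:IT-M, 2177 to 4308 for PC FTAZ:PCBM, 199 to 1042 for PC PTB7-Th:IEICO-4F, 0 to 4 for HC FTAZ:IT-M, 0 to 22 for HC FTAZ:PCBM and 240 to 1125 for HC PTB7-Th:IEICO-4F. They ranged from 266 to 2045, 297 to 1936 and 197 to 534 for the interactions, and from 6406 to 7807 for the controls. The fits that called 0 had 1087 to 1675 genes at an unadjusted p under 0.05 for HC FTAZ:IT-M (6 fits) and 1175 to 1478 for HC FTAZ:PCBM (4 fits).

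Counts of shared genes were unstable. Where a replicate was left out, comparisons that did not use its group kept the calls of the full fit. The ranges over those fits may thus understate the instability. The genes called for all 3 filters in PC numbered 12, but 23 with DESeq2's Wald test, 3 in a model of only the groups compared and 3 to 28 across fits that left out a replicate. Those called for PTB7-Th:IEICO-4F in both experiments numbered 14, but 59, 1 and 3 to 32. For FTAZ:PCBM 6 became 13, 0 (the HC comparison itself called 0 there, with 2103 at an unadjusted p under 0.05) and 0 to 9.

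Of the named genes, LOC111886104 (log2 fold change 3.89 to 5.59) and LOC111888373 (−3.41 to −2.64) passed the threshold in 15 of 15 alternatives. LOC111901320 (−2.87 to −1.18, adjusted p 0.000231 to 0.0773 from edgeR or DESeq2) passed in 14, and LOC111917517 (2.45 to 3.06, 0.00908 to 0.0967) in 9. The filter at a mean CPM of 5 removed all 4. The 12 tests of flavonoid and light-harvesting gene sets were not run.

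Levels near 0.0634 CPM rest on 3 counts, which limits LOC111886104 in the PC control. They also limit LOC111917517 in HC FTAZ:IT-M, where replicates 2 and 4 had 3 and 2 counts. LOC111901320 had 3 counts in replicate 2 of the HC control. In the simulation 73% of genes changed by 1 log2 unit were called, so smaller changes can be missed.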

Other observations

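The tests of the length pattern in PC FTAZ:PCBM, of effects along the difference between the experiments and of the other experiment's control were chosen only after the result was seen. The regroupings of samples, the spread between plants, the even counts and the position of samples between the experiments were chosen beforehand.

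Other splits of the same 8 samples were counted for each comparison of a pair of groups. The real split gave the most called genes, 1 of 35, for the 3 PC filters, for HC FTAZ:PCBM, for HC PTB7-Th:IEICO-4F and for the controls. The next split gave 845 genes for PC FTAZ:IT-M, 1118 for PC FTAZ:PCBM, 2 for PC PTB7-Th:IEICO-4F, 2 for HC FTAZ:PCBM and 97 for HC PTB7-Th:IEICO-4F. For HC FTAZ:IT-M all 35 splits gave as many as the real one, whose count was 0, with 1748 genes at an unadjusted p under 0.05. Only 8 of the splits part all plants of the same number, as the real one does. The real split was 1 of 8 in the same 6 comparisons, and 8 of 8 for HC FTAZ:IT-M. That is the smallest share 8 splits can give, so the restricted count decides nothing. Same-numbered plants are different plants whose deviations correlated little, with a mean r of 0.011 over all groups, so the 35 splits are the comparison to read. The remaining splits put same-numbered plants on the same side. No split can tell a filter from a box or position that goes with it.

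Few genes were called for the FTAZ filters in HC. The mean dispersion of HC FTAZ:IT-M, HC FTAZ:PCBM and the HC control was 0.88 times the mean of the PC groups, so a larger spread between plants does not account for it. Effects estimated from separate plants of a group correlated with a mean r of 0 across genes for HC FTAZ:IT-M and 0.01 for HC FTAZ:PCBM, against 0.32 for each of these filters in PC.

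The length pattern of PC FTAZ:PCBM was strongest at the extremes. Among the 6121 longest genes, 1636 were called higher and 46 lower, and among the 6121 shortest 75 were called higher and 824 lower. The real split of PC FTAZ:PCBM and PC control plants parted the mean slopes furthest, 1 of 35. With the length offset 1404 genes were called, so gene length bias is a candidate explanation for most of the count of 3847, though not for all of it. The numbers of 2 of its libraries carry the letter b. Their mean slope was 0.021 above that of the others, and the slopes of both kinds overlapped, so the letter does not account for the pattern. RNA integrity may differ between these libraries, but no measure of it was tested. The same filter in HC had a slope of −0.031 ± 0.027 (SD, n = 4). The offset changed the count between the controls little, to 8099.

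Each group was placed on an axis from the PC mean (0) to the HC mean (1) of other groups. PTB7-Th:IEICO-4F samples lay at −0.36 ± 0.08 in PC against 0.21 ± 0.13 in the PC control (SD, n = 4 each). In HC they lay at 0.65 ± 0.23 against 0.98 ± 0.15 in the HC control (SD, n = 4 each). The axis was rebuilt for each group without its own samples, so the positions compared do not share a scale. In PC the filter group and the control each help to set the zero of the other, which widens their gap. Across genes, which are not independent replicates, its effect correlated with the HC minus PC difference measured in FTAZ:PCBM plants with r = −0.49 in PC (exact permutation p 0.0286, 1 of 35 splits) and −0.46 in HC (exact permutation p 0.0571, 2 of 35). Both had a Benjamini-Hochberg adjusted exact p of 0.171 over 6 tests. With 35 splits the smallest p is 0.0286, so a single test at that p could not pass 0.05 after this adjustment. The adjusted value therefore does not count against the pattern in PC. In HC the exact permutation p of 0.0571 missed 0.05 before any adjustment, so the pattern is not established there. For the FTAZ filters, set against the difference in plants of the other FTAZ filter, r was 0.29 (FTAZ:IT-M) and 0.16 (FTAZ:PCBM) in PC and 0.03 and 0.12 in HC, each within what other splits gave. As a hypothesis, PTB7-Th:IEICO-4F may shift leaf expression in PC along the axis that separates the experiments, while for HC this stays open. GC content was not examined.

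The library numbers in the headers of the count columns run from 1 to 4 in PC FTAZ:IT-M and from 29 to 32 in HC PTB7-Th:IEICO-4F. The other HC groups span 5 to 16 and the other PC groups 17 to 28. Exchanged labels were therefore tested. An effect of library order itself was not tested, and for these groups it cannot be told apart from the filter. On an axis from PC (0) to HC (1) built without these groups, 2 of the 8 samples lay on the side of the other experiment, PC FTAZ:IT-M replicate 2 at 0.59 and HC PTB7-Th:IEICO-4F replicate 3 at 0.34. Against the HC control 7012 genes were called for PC FTAZ:IT-M, more than the 1777 against its own control. Against the PC control 3434 were called for HC PTB7-Th:IEICO-4F, more than the 937 against its own. An exchange of either whole group is thus unlikely. For the 2 single samples a wrong label cannot be told apart from variation between plants, and all labels were kept. The counts depend on them: 740 genes were called for PC FTAZ:IT-M without its replicate 2. For HC PTB7-Th:IEICO-4F 310 were called without its replicate 3. Leaving out other plants moved these counts as well, to as many as 3489 and 1125.

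Counts from 10 to 49 were even in 57.2% to 63.3% of genes per sample, with a median of 60.75%, where about equal shares of even and odd would come from single reads. Both mates of a read pair may have been counted, since the headers show no option for pairs. Counts divided by 2 gave 1853 genes for PC FTAZ:IT-M and 982 for HC PTB7-Th:IEICO-4F, within 1.5 times of the reported counts.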
